A study of Arabidopsis thaliana with 12 samples. Its data were reported in "The Analysis of the Editing Defects in the dyw2 Mutant Provides New Clues for the Prediction of RNA Targets of Arabidopsis E+-Class PPR Proteins" (2020).

How the data were processed

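RNA was sequenced from leaves of Arabidopsis thaliana plants aged 35 days. The plants were wild type (WT, accession Col-0) or carried an insertion in OTP90 (AT1G25360), a gene for an RNA editing protein of the pentatricopeptide repeat family. The labels name 2 kinds of RNA extract, Mito and Total, and give 3 replicates for each of the 4 combinations of genotype and extract, so 12 libraries were compared. They do not describe how the Mito extract was made, and the words Mito and Total are used below as names of libraries only. Groups and replicate numbers were taken from the labels.

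The values deposited by the authors are raw read counts per gene, with 1 library per table. Per the file headers, the authors counted reads with featureCounts 1.6.3 over exons, grouped by gene, with strand setting 2 (reads of the opposite strand) and with multi-mapping reads included. Per the study's methods, libraries were stranded and depleted of ribosomal RNA, reads were single-end, and STAR aligned them to the genome of Ensembl Genomes release 39, in which the mitochondrial chromosome had been replaced by the Col-0 one. The study's methods set the aligner so that it opened no introns and reported every equally good position. These settings have consequences for the measurements. A read from a near-identical copy was counted in each copy, so counts exceed the number of reads, and nuclear copies of organelle DNA gained counts from organelle RNA. Reads that spanned an exon junction had no full-length alignment, which can lower the counts of genes with short exons. Antisense genes were separated by strand.

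The tables held 32743 genes, of which 32548 were nuclear, 62 mitochondrial and 133 plastid. All 32548 nuclear identifiers were found in the reference annotation, and 99.95% had the same span. The 62 mitochondrial genes were matched to annotated names by position, as were 123 of the plastid genes. Coordinates are those of the deposited tables, on the TAIR10 nuclear and plastid chromosomes and on the Col-0 mitochondrial chromosome. Libraries held from 24660745 to 60464017 counts. The smallest level a library could show was set at 3 counts, which is 0.0925 to 0.122 CPM in Mito libraries and 0.0496 to 0.0607 CPM in Total libraries. Reads carried no molecular identifiers, so such floors cover counting error only. Replicate libraries were compared pairwise by a chi-square statistic over genes, and the statistic per degree of freedom ranged from 12.36 to 104.04, so no pair agreed within sampling noise and each library was counted as 1 replicate.

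Counts were analysed with edgeR 4.0.16 in R 4.3.3: TMM normalisation factors, trended dispersion, glmQLFit with its defaults and glmQLFTest. Genes with more than 1 CPM in at least 3 libraries of the fit were tested, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The otp90 and WT libraries were compared within each preparation from the 6 libraries concerned, and Mito was compared with Total within each genotype in the same way. All 12 libraries entered 1 fit for the interaction, the difference between the genotype effects of Mito and Total. Standard errors of log2 fold changes were back-calculated from the fit, as the unshrunk log2 coefficient divided by the square root of the F statistic. They are thus tied to the p-values and are no separate measure of precision. The mean levels quoted are TMM-normalised CPM. Genes of fixed lists that fell under the filter were tested in the fit without a filter. Mitochondrial and plastid genes were tested as sets with camera of limma 3.58.1, a competitive two-sided test with estimated inter-gene correlation, and adjusted over the 4 genotype tests, with the interaction adjusted apart. Shares of counts per genome were compared by an exact permutation test, two-sided, whose smallest possible p is 0.1 for 3 against 3 libraries. With the replicate number as a pairing the smallest is 0.25.

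The tests, the groups, the gene lists and the alternatives were fixed before the data were examined, apart from those said to be added later. The text names genes by this rule: OTP90, a list of 8 copper-related genes, a list of 8 genes that respond to mitochondrial dysfunction, and 5 mitochondrial transcripts with editing sites that the study linked to OTP90. The last list leaves out some transcripts with sites of that kind. To these it adds, for otp90 against WT, the 3 higher and 3 lower genes with the smallest adjusted p that changed the same way in all 3 same-numbered pairs. For Mito against Total it adds the 3 nuclear genes with the largest rise and the 3 with the largest fall, at an average log2 CPM of at least 5, and the gene with the highest share of counts.

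The replicate numbers in the labels are shared by all 4 groups, so each fit was repeated with the replicate number as a block. Whether the numbers pair libraries was checked by correlating the deviations of same-numbered libraries from their group means across genes. Other alternatives were DESeq2 size factors, scaling by library size alone, DESeq2 1.42.0 with its own test, edgeR's likelihood ratio test with and without the block, no filter, a mean count of at least 10, nuclear genes alone, Bonferroni adjustment, all 12 libraries in 1 fit, and leaving out each library. The alternatives added after the data were seen were 1 surrogate variable from sva 3.50.0, removal of nuclear genes near-identical to organelle DNA, the mitochondrial set without rRNA and tRNA genes, mitochondrial genes scaled among themselves, shares paired by replicate number, and glmQLFit with its legacy option off. A fit with that option on had been listed, but the installed version has it on by default, so the listed setting was the default itself. Near-identical nuclear genes were found with blastn 2.17.0 as those with at least 50% of their exon length in hits of at least 95% identity and 75 bp. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the remaining tests.

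The code was tested on simulated data, in which 200 genes were changed by 1 on the log2 scale in counts drawn from the real means and library sizes. In the Mito comparison of 16461 genes it recovered 200 of them with 8 false calls. In the Total comparison of 15259 genes it recovered 121 of them (60.5%) with 4 false calls. In the interaction over 16450 genes it recovered 103 (51.5%) with 6 false calls. The changed genes were drawn from the more abundant ones, and counts were independent between genes, at the trended dispersion. Deviations shared by many genes of a library were not simulated, so these percentages can overstate the power in the real libraries. RNA editing was not analysed here, since counts per gene do not carry it.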

Results

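RNA levels were measured by sequencing in leaves of WT and otp90 Arabidopsis plants, in 2 kinds of extract named Mito and Total, with 3 replicate libraries in each of the 4 groups. The Mito libraries held 27611023 to 32418348 counts in WT and 24660745 to 30706658 in otp90. The Total libraries were deeper, with 49434596 to 52443538 counts in WT and 56800553 to 60464017 in otp90. Between 21966 and 22868 genes were detected per library. In a principal component analysis the first component held 68.2% of the variance and separated Mito from Total libraries, and the next held 14.4% and lay mainly between Total libraries of the same group. The gene with the highest share of counts in all 12 libraries was psbA (ATCG00020, plastid chromosome, 383 to 1444). It took 15.1% ± 2.30 (SD, n = 3) of counts in Mito WT, 15.2% ± 0.622 (SD, n = 3) in Mito otp90, 26.9% ± 2.48 (SD, n = 3) in Total WT and 31.4% ± 3.02 (SD, n = 3) in Total otp90.

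OTP90 itself (AT1G25360, chromosome 1, 8894380 to 8897124) was examined first, to check the labels. Its counts were 16, 17 and 20 in Mito WT, 17, 6 and 9 in Mito otp90, 8, 16 and 6 in Total WT, and 6, 10 and 7 in Total otp90. The log2 level was lower in otp90 by a mean difference of -0.50 in Mito (exact permutation test, two-sided, p = 0.3) and of -0.28 in Total (exact permutation test, two-sided, p = 0.5), where 0.1 is the smallest p that 3 against 3 libraries allow. With the replicate number as a pairing the difference of -0.50 in Mito and of -0.28 in Total both had p = 0.5 (exact permutation test of the pairs, two-sided), where the smallest possible is 0.25. In the edgeR quasi-likelihood fit without a filter, the log2 fold change was -0.55 (SE 0.385, Benjamini-Hochberg adjusted p 0.847) in Mito and -0.47 (SE 0.477, adjusted p 0.974) in Total. The counts were summed over both sides of the insertion, and at this depth they do not check the labels.

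The share of counts on each genome was compared to see how Mito and Total libraries differ in composition. Mitochondrial genes held 3.57% ± 0.904 (SD, n = 3) of counts in Mito WT and 1.05% ± 0.126 (SD, n = 3) in Total WT. They held 4.89% ± 0.406 (SD, n = 3) in Mito otp90 and 0.998% ± 0.029 (SD, n = 3) in Total otp90. The difference between preparations was 2.52 percentage points in WT and 3.89 in otp90, without overlap between groups (exact permutation test, two-sided, p = 0.1 for each, the smallest possible). Plastid genes held 46.5% ± 3.31 in Mito WT, 47.0% ± 1.51 in Mito otp90, 59.1% ± 2.07 in Total WT and 61.3% ± 0.837 in Total otp90. Nuclear genes held 49.9% ± 2.47, 48.2% ± 1.1, 39.8% ± 1.95 and 37.7% ± 0.809 in the same order (SD, n = 3 for each). Thus the Mito libraries held larger mitochondrial and nuclear shares and a smaller plastid share than the Total libraries, and plastid and nuclear genes made up most of the counts in both. The nuclear difference rested largely on psbA. Without that gene it went from 10.1 to 4.26 percentage points in WT, and in otp90 from 10.43 to 1.77 points, where the groups overlapped (exact permutation test, two-sided, p = 0.2). The plastid difference without psbA went from -12.6 to -7.02 points in WT and from -14.3 to -6.08 in otp90, without overlap (exact permutation test, two-sided, p = 0.1 for each).

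**Figure D1:**
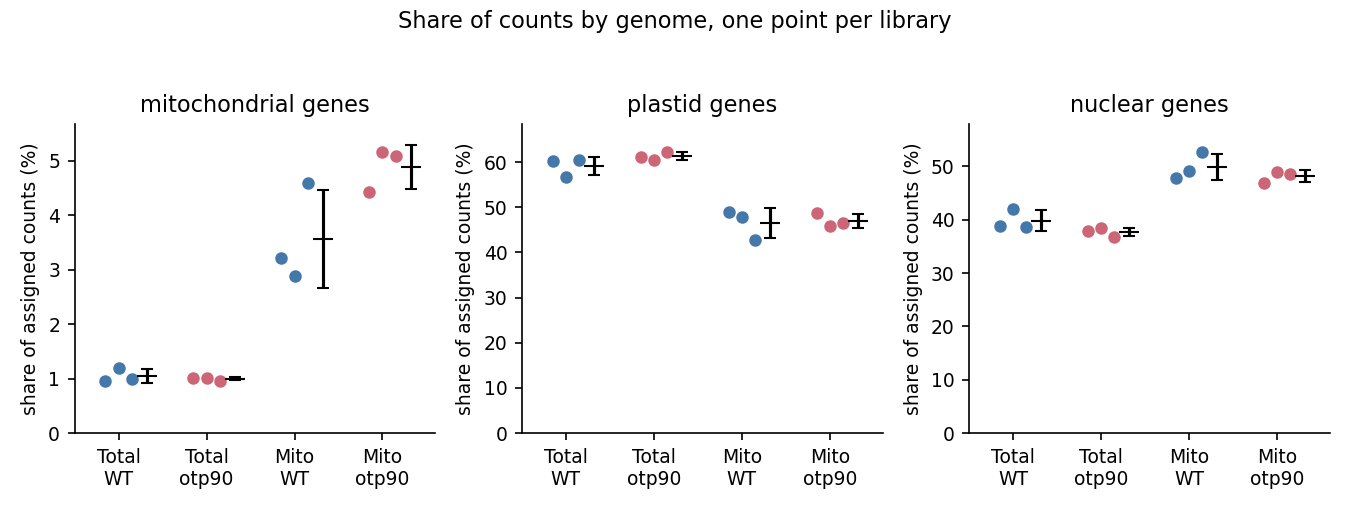
Share of assigned counts (%) on mitochondrial, plastid and nuclear genes, with 1 point per library and the mean ± SD of the 3 replicates of each group beside the points. The mitochondrial share averages 3.57% and 4.89% in Mito WT and Mito otp90, and 1.05% and 0.998% in Total WT and Total otp90.

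Between genotypes the shares differed less. The mitochondrial share was 1.32 percentage points higher in Mito otp90 than in Mito WT, and the groups overlapped (exact permutation test, two-sided, p = 0.2). It was higher in all 3 same-numbered pairs, by 0.492 to 2.27 points (exact permutation test of the pairs, two-sided, p = 0.25, the smallest possible). Without rRNA genes the difference was 0.989 points and without psbA 1.58, and the groups did not overlap (exact permutation test, two-sided, p = 0.1 for each, the smallest possible). In Total it differed by -0.048 points (exact permutation test, two-sided, p = 0.9), a difference that changed sign without the most abundant gene, to 0.025 points. The plastid share was 2.16 points higher in Total otp90 than in Total WT and the nuclear share changed by -2.11 points, both without overlap (exact permutation test, two-sided, p = 0.1, the smallest possible). Without psbA these differences became -0.531 and 0.506 points, so both rested on that 1 gene. Without rRNA genes they were 1.89 and -1.94 points, and the groups overlapped (exact permutation test, two-sided, p = 0.2 for each). In Mito the plastid share differed by 0.442 points (exact permutation test, two-sided, p = 0.9) and the nuclear share by -1.77 points (exact permutation test, two-sided, p = 0.4). The nuclear share was lower in otp90 in all 3 same-numbered Mito pairs, by differences from -0.134 to -4.18 points (exact permutation test of the pairs, two-sided, p = 0.25, the smallest possible). Without psbA it differed by -1.99 points without overlap (exact permutation test, two-sided, p = 0.1, the smallest possible). Over the 12 share comparisons the smallest Benjamini-Hochberg adjusted p of these exact permutation tests was 0.15.

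The comparison of Mito with Total libraries in each genotype then asked which transcripts the preparations separate. In WT, 7176 of 16436 tested genes passed the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3748 higher and 3428 lower in Mito. In otp90, 7699 of 16337 passed, 4049 higher and 3650 lower. Besides the stricter Bonferroni adjustment, leaving out 1 library moved these numbers most, to between 4322 and 10242 in WT and between 5147 and 8552 in otp90. The directions moved most with scaling by library size alone, which gave 8777 and 10004 genes, moved the median of all genes by 0.48 in WT and 0.46 in otp90 on the log2 scale and gave 88.8% and 87.9% of calls as higher in Mito, against 52.2% and 52.6%. Directions are therefore relative to the bulk of genes. There were 3063 genes higher in Mito in both genotypes, 2600 lower in both and 1 that passed in opposite directions. The log2 fold changes of the genotypes had a Pearson correlation of 0.922 across 16181 genes, which are not independent replicates. Of 53 tested mitochondrial genes, 51 passed the threshold as higher in Mito in WT and 0 as lower. The median log2 fold change of the 53 was 1.37. In otp90, 54 of 55 passed as higher and 0 as lower, with a median of 1.74. Of 128 plastid genes, 96 passed as lower in Mito in WT and 1 as higher (median -1.24). In otp90, 89 of 130 passed as lower and 7 as higher (median -1.01).

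Among nuclear genes with an average log2 CPM of at least 5, the largest rises in Mito against Total in WT were those of BXL1 (AT5G49360, chromosome 5, 20011812 to 20016857), XTH24 (AT4G30270, chromosome 4, 14819192 to 14820595) and AT1G67120 (chromosome 1, 25069428 to 25095638). BXL1 averaged 169 ± 9.23 CPM in Mito WT and 27.5 ± 4.64 CPM in Total WT (SD, n = 3), a log2 fold change of 2.63 (SE 0.146, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.000213). XTH24 rose by 2.31 (SE 0.18, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.000428) and AT1G67120 by 2.30 (SE 0.175, adjusted p 0.000426). The largest falls were those of AT1G07590 (chromosome 1, 2336477 to 2339391), AT1G67865 (chromosome 1, 25445994 to 25447622) and AT5G02565 (chromosome 5, 5448918 to 5449170), with log2 fold changes of -2.94, -2.86 and -2.82. In otp90 the largest rises were those of CWLP (AT3G22120, chromosome 3, 7794758 to 7796460; 2.82), AT3G24480 (chromosome 3, 8901154 to 8902835; 2.52) and AT2G07734 (chromosome 2, 3472305 to 3473692; 2.5). The last value is uncertain, because the exons of AT2G07734 are near-identical to mitochondrial DNA and multi-mapping reads were counted in both. The largest falls in otp90 were AT1G67865 (-3.42), AT1G07590 (-3.14) and AT1G54410 (chromosome 1, 20309473 to 20310850; -2.56). Over these 12 values the largest adjusted p was 0.000789, for AT1G67865 in WT (edgeR quasi-likelihood, Benjamini-Hochberg).

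The effect of the mutation was measured within each preparation. In Mito, 10 of 16570 tested genes passed the threshold (edgeR quasi-likelihood, Benjamini-Hochberg), 7 higher and 3 lower in otp90, and 1153 had an unadjusted p under 0.05. Of the alternatives, the likelihood ratio test with the replicate block moved this number most, to 520 genes. Same-numbered Mito libraries deviated from their group means together, with correlations across genes of 0.403, 0.386 and 0.107 for the 3 numbers and a mean of 0.298. With the replicate number as a block 221 genes passed, 143 higher and 78 lower, including all 10. In Total none of 15373 tested genes passed, with 458 at an unadjusted p under 0.05. Same-numbered Total libraries did not deviate together as a whole, with correlations of 0.268, -0.434 and -0.362 and a mean of -0.176, and with the block 0 genes passed, with 334 at an unadjusted p under 0.05. The largest number of genes an alternative gave in Total was 18, with DESeq2. Replicates were more variable in Total, where the common dispersion was 0.0516, than in Mito, where it was 0.009. In simulated data of the same size the test made calls in both preparations. Those data had independent genes at the trended dispersion, so they checked the code and do not measure the power in the real Total libraries.

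The 3 genes that fell in Mito otp90 were all on the list of copper-related genes. CSD1 (AT1G08830, chromosome 1, 2827060 to 2829315) and CSD2 (AT2G28190, chromosome 2, 12014412 to 12016569) encode copper/zinc superoxide dismutases, and CCS (AT1G12520, chromosome 1, 4267074 to 4268982) their copper chaperone. CSD1 averaged 42.0 ± 3.36 CPM in Mito WT and 21.3 ± 1.40 CPM in Mito otp90 (SD, n = 3), a log2 fold change of -0.99 (SE 0.079, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.00222). CSD2 averaged 35.0 ± 0.769 and 17.0 ± 1.63 CPM, a log2 fold change of -1.05 (SE 0.078, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.00211). CCS averaged 9.57 ± 0.267 and 5.86 ± 0.331 CPM, a log2 fold change of -0.71 (SE 0.083, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.0223). FSD1 (AT4G25100, chromosome 4, 12884300 to 12887011), which encodes an iron superoxide dismutase, rose from 170 ± 1.85 to 255 ± 8.18 CPM, a log2 fold change of 0.58 (SE 0.067, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.0223). With the replicate block the adjusted p was 2.13e-06 for CSD1 and CSD2, 0.00139 for CCS and 0.00135 for FSD1 (edgeR quasi-likelihood, Benjamini-Hochberg). FSD1 did not pass when libraries were scaled by size alone (log2 fold change 0.49, adjusted p 0.103, edgeR quasi-likelihood, Benjamini-Hochberg). When 1 Mito library was left out, CSD1 and CSD2 alone passed, unless that library was Mito WT replicate 3. FSD1 and CCS therefore passed only in the fit without Mito WT replicate 3. In 1 fit of all 12 libraries none of these 4 genes passed, with adjusted p from 0.283 to 0.9999 (edgeR quasi-likelihood, Benjamini-Hochberg). Of the 8 genes on the list, 4 passed both over all genes and over the list alone. CSD1 and CSD2 are among the genes the study called from these data, so their place on the list shows no stability.

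**Figure D2:**
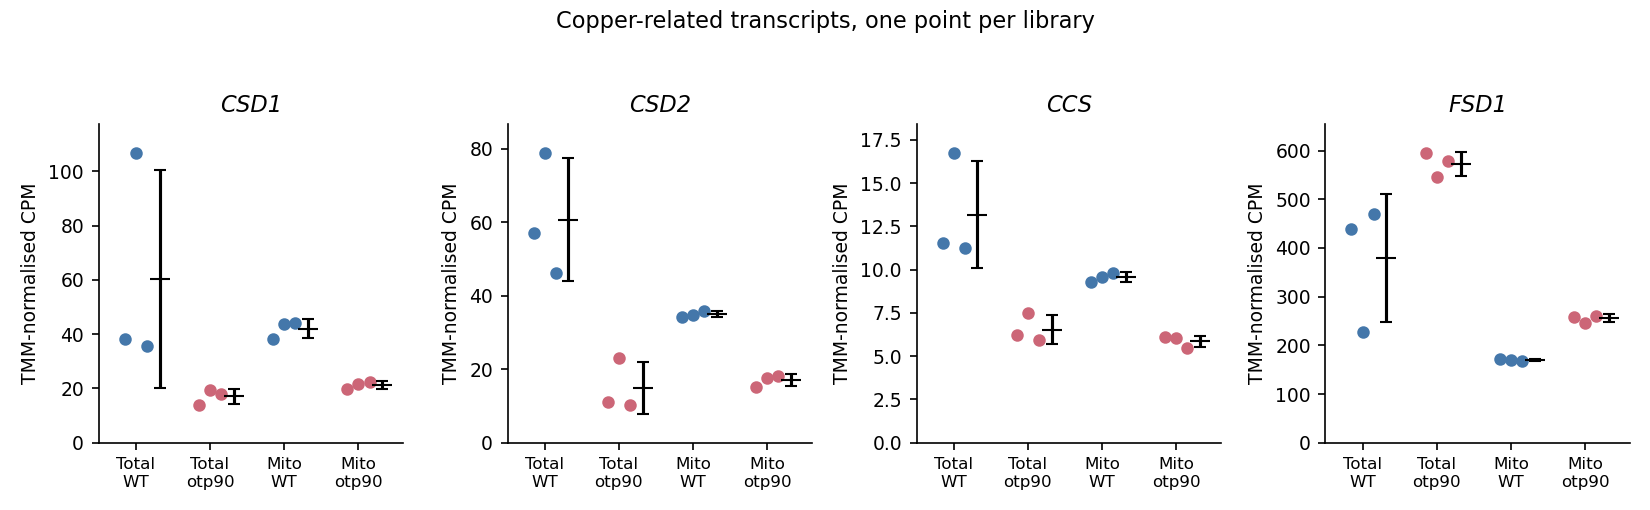
TMM-normalised CPM of CSD1, CSD2, CCS and FSD1, with 1 point per library and the mean ± SD of the 3 replicates of each group beside the points. CSD1 averages 42.0 in Mito WT against 21.3 in Mito otp90 and 60.3 in Total WT against 17.1 in Total otp90, and the spread is widest in Total WT.

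In Total the same genes moved the same way, with a wider spread. CSD1 averaged 60.3 ± 40.2 CPM in WT and 17.1 ± 2.83 CPM in otp90 (SD, n = 3), a log2 fold change of -1.82 (SE 0.445). Its level was 38.4, 106.7 and 35.7 CPM in the Total WT libraries, so replicate 2 enlarged that fall. The Total otp90 libraries were all lower, at 14.0, 19.5 and 17.8 CPM. CSD2 averaged 60.7 ± 16.7 and 14.9 ± 7.19 CPM, a log2 fold change of -2.02 (SE 0.372), and CCS 13.2 ± 3.09 and 6.54 ± 0.823 CPM, a log2 fold change of -1.01 (SE 0.194). None passed over all genes, where the adjusted p was 0.9996 for each (edgeR quasi-likelihood, Benjamini-Hochberg). Adjusted over the list alone, 5 of 8 genes passed: CSD1 (0.00985), CSD2 (0.00542), CCS (0.00542), MIR398b (AT5G14545, chromosome 5, 4691022 to 4691137; log2 fold change 0.90, SE 0.213, list-adjusted p 0.00985) and the copper transporter COPT2 (AT3G46900, chromosome 3, 17268700 to 17269510; 1.12, SE 0.326, list-adjusted p 0.0138). Neither MIR398b nor COPT2 passed in Mito, over the list or over all genes. Their log2 fold changes there were -0.002 (SE 0.287) and 0.34 (SE 0.356). The study had called CSD1 and CSD2 from these data, so passing over this list is no independent support for them. In Total, FSD1 had a log2 fold change of 0.59 (SE 0.267), the list-adjusted p being 0.0865 (edgeR quasi-likelihood, Benjamini-Hochberg). With the replicate block the log2 fold changes were -1.64 for CSD1 (AT1G08830), -2.10 for CSD2 (AT2G28190) and -0.997 for CCS (AT1G12520), and the adjusted p over all genes was 0.9998 for each (edgeR quasi-likelihood, Benjamini-Hochberg).

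Besides FSD1, the genes with the smallest adjusted p that rose in Mito otp90 were AT5G52940 (chromosome 5, 21472103 to 21473602) and GMI1 (AT5G24280, chromosome 5, 8251220 to 8262603). AT5G52940 rose from 0.223 ± 0.047 to 1.47 ± 0.240 CPM (SD, n = 3), a log2 fold change of 2.68 (SE 0.262, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.00882). GMI1 rose from 2.28 ± 0.139 to 4.52 ± 0.186 CPM, a log2 fold change of 0.98 (SE 0.112, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.0223). The remaining 4 higher genes fall outside the naming rule and are named after their values were seen: AT2G18193 (log2 fold change 1.61), DR4 (AT1G73330; 0.97), AT1G22550 (0.92) and the mitochondrial gene ccmFN1 (ATMG00830.1; 0.96).

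Genes known to respond to mitochondrial dysfunction were examined as a list of 8. In Mito, 7 of 8 were higher in otp90, 6 passed over the list and 3 over all genes (edgeR quasi-likelihood, Benjamini-Hochberg). Those 3, NDB4, AT5G09570 and AT5G51440, fell under the filter in Mito and in Total, so their values came from the fits without a filter. That fit called 95 genes in Mito, and the 3 are not among the 10 genes of the main fit. NDB4 (AT2G20800, chromosome 2, 8953057 to 8955831) had 0, 0 and 0 counts in Mito WT and 22, 13 and 13 in Mito otp90, at least 6.07-fold higher (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.00193). AT5G09570 (chromosome 5, 2970498 to 2972222) had 0, 0 and 2 counts in Mito WT and 25, 20 and 8 in Mito otp90, at least 6.5-fold higher (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.00481). AT5G51440 (chromosome 5, 20891163 to 20892416) had 1, 5 and 0 against 14, 18 and 12 counts, a log2 fold change of 2.97 (SE 0.615, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.0339). The alternative oxidase gene AOX1A (AT3G22370, chromosome 3, 7906521 to 7908746) rose from 7.21 ± 0.867 to 11.1 ± 1.20 CPM (SD, n = 3), a log2 fold change of 0.62 (SE 0.116) with an adjusted p of 0.131 over all genes and 0.000775 over the list (edgeR quasi-likelihood, Benjamini-Hochberg). NAC13 (AT1G32870, chromosome 1, 11911631 to 11913947) and AT2G21640 (chromosome 2, 9254378 to 9255743) passed over the list alone, with log2 fold changes of 0.50 and 0.81. With the replicate block AOX1A and NAC13 passed over all genes too, with adjusted p of 0.00158 and 0.0457 (edgeR quasi-likelihood, Benjamini-Hochberg). In Total, 5 of 8 were higher and AT5G09570 alone passed over the list, with 1, 0 and 0 counts in WT and 27, 62 and 52 in otp90, at least 14.3-fold higher (list-adjusted p 0.000168, and 0.524 over all genes, edgeR quasi-likelihood, Benjamini-Hochberg).

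A list of 5 mitochondrial transcripts with editing sites linked to OTP90, which does not hold every such transcript, was examined next: ccmB (ATMG00110.1, 17814 to 18434), ccmC (ATMG00900.1, 308298 to 309068), mttB (ATMG00570.1, 218904 to 219746), ccmFC (ATMG00180.1, 189483 to 191800) and nad1, which the annotation holds as 3 separate records. All 7 records were higher in Mito otp90, with log2 fold changes from 0.65 to 0.90. ccmC averaged 121 ± 25.8 CPM in Mito WT and 227 ± 18.0 CPM in Mito otp90 (SD, n = 3), a log2 fold change of 0.90 (SE 0.136, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.0551). The adjusted p of the 7 records ran from 0.0551 to 0.203 over all genes and from 0.000265 to 0.0012 over the list (edgeR quasi-likelihood, Benjamini-Hochberg), so none passed over all genes. With the replicate block the largest of the 7 adjusted p-values over all genes was 0.0204. All 55 tested mitochondrial genes were higher in Mito otp90, with a median of 0.58, so a rise alone does not set the list apart. With the mitochondrial genes scaled among themselves, the 7 records rose by 0.108 to 0.359 on the log2 scale in Mito. None passed there (adjusted p from 0.0731 to 0.443, edgeR quasi-likelihood, Benjamini-Hochberg). In Total all 7 were higher as well, by 0.22 to 0.57 on the log2 scale, of which 5 passed over the list and none over all genes (adjusted p 0.9996, edgeR quasi-likelihood, Benjamini-Hochberg).

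Whether organelle genes moved as a set was tested next with camera. In Mito otp90 against WT all 55 tested mitochondrial genes had a positive log2 fold change, with a median of 0.58. The set did not pass the threshold after adjustment (camera p 0.0147, Benjamini-Hochberg adjusted p 0.0588), and the inter-gene correlation was 0.638. Of the alternatives, a preset correlation of 0.01 moved it most, to an adjusted p of 6.36e-85. In Total, 35 of 46 mitochondrial genes were higher, with a median of 0.17 (camera, Benjamini-Hochberg adjusted p 0.395). The plastid genes as a set had a median of 0.03 in Mito, with 72 of 126 genes higher (camera, Benjamini-Hochberg adjusted p 0.722), and of -0.08 in Total, with 30 of 131 higher (camera, Benjamini-Hochberg adjusted p 0.475). The plastid median in Mito changed sign with scaling by library size alone, to -0.06 with 43 of 126 genes higher, while the other 3 medians kept their sign. With the replicate number as a block the adjusted p of the mitochondrial set was 0.25 in Mito and 0.643 in Total, and that of the plastid set 0.83 in Mito and 0.647 in Total (camera, Benjamini-Hochberg). Taken singly under that block, 32 of the 55 mitochondrial genes passed the threshold in Mito, all of them higher, against 1 without the block, and 0 of 46 passed in Total (edgeR quasi-likelihood, Benjamini-Hochberg).

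**Figure D3:**
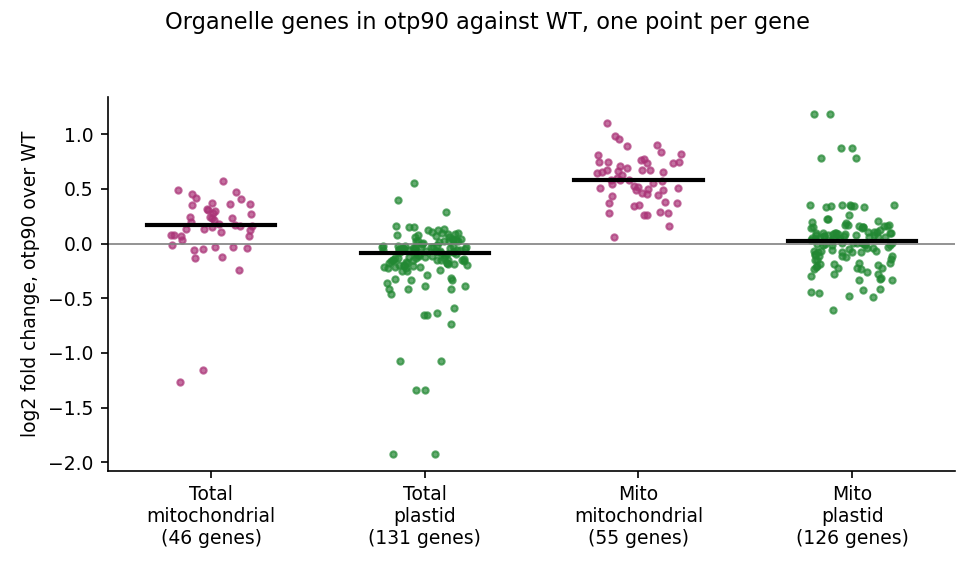
Log2 fold change of otp90 over WT for each tested mitochondrial and plastid gene, with 1 point per gene and a bar at the median, in Total and Mito libraries. The medians are 0.17 and 0.58 for mitochondrial genes and -0.08 and 0.03 for plastid genes, in Total and Mito in that order, and the value of 0.03 becomes -0.06 when libraries are scaled by size alone.

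The last comparison asked whether the effect of the mutation differed between preparations. None of 16825 tested genes passed the threshold for the interaction (edgeR quasi-likelihood, Benjamini-Hochberg), and 854 had an unadjusted p under 0.05. With the replicate block 0 genes passed, with 1052 at an unadjusted p under 0.05. The largest number an alternative gave was 7, from the likelihood ratio test with the replicate block. The log2 difference between the effects in Mito and in Total was 0.84 for CSD1 (SE 0.481) and 0.98 for CSD2 (SE 0.393), with an adjusted p of 0.93 for each (edgeR quasi-likelihood, Benjamini-Hochberg), so their larger falls in Total were not shown to differ from those in Mito. On the list of mitochondrial dysfunction genes, NDB4 and AT5G51440 passed over the list alone, each with an adjusted p of 0.0357, and neither passed over all genes (adjusted p 1.0, edgeR quasi-likelihood, Benjamini-Hochberg). NDB4 had 1, 0 and 2 counts in Total WT and 7, 5 and 3 in Total otp90, and AT5G51440 had 7, 25 and 9 in Total WT and 10, 17 and 20 in Total otp90. The mitochondrial set had a median difference of 0.39, with 54 of 55 genes rising more in Mito (camera p 0.0457, Benjamini-Hochberg adjusted p 0.0914, and 0.151 with the replicate block). The change in the mitochondrial share on the log2 scale differed between preparations by 0.54 (permutation test over 400 relabelings, two-sided, p = 0.095, Benjamini-Hochberg adjusted p 0.285).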

Values the study reported

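The study reported 12 differentially expressed genes in otp90 leaves, among them CSD1 and CSD2, which were lower in the mutant.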

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

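The tests in this part, apart from the splits of the libraries, were chosen only after the results they bear on had been seen. NDB4 and AT5G51440 were singled out among the interaction results after their values were seen.

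The mitochondrial genes as a set rose more in otp90 in Mito than in Total, by a test of the difference itself (camera p 0.0457, Benjamini-Hochberg adjusted p 0.0914 over the mitochondrial and plastid sets, 54 of 55 genes with a positive difference, median 0.39 on the log2 scale). The result does not pass the correction. Of the 32 splits that exchange genotypes within same-numbered pairs, 8 gave a p as small, and the smallest p of another split was 0.00215. The others differ from the real split by exchanging otp90 and WT in 1 or more of the numbered pairs of a preparation. Those that exchange Total pairs alone keep the real genotypes in Mito, and so keep the rise there. This tally therefore cannot gauge how often a coincidence would give such a p for the interaction. Within Mito, 1 of the 4 splits that part all 3 same-numbered pairs gave a p as small as the real split's 0.0147, and the smallest of the other 3 was 0.0606. In Total it was also 1 of the 4, for a real p of 0.198. Of the 6 further splits, which part 1 pair only, 1 gave a smaller p in Total (0.1075) and 0 did in Mito.

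Several technical explanations apply to the rise in Mito. A difference in the purity of the Mito extracts would raise all mitochondrial RNAs there and not in Total, and the interaction above has the sign that this predicts (p 0.0457). That test uses the same contrast that raised the question. Purity of the Mito extracts does not predict a rise in Total, where 35 of 46 mitochondrial genes were higher (median 0.17, camera p 0.198) and all 7 records of the 5 listed transcripts linked to OTP90 were higher, 5 of them past the threshold over their list. The set did not pass in Total, so the larger rise in Mito cannot be told apart from purity. The mitochondrial share ranged over 1.70 percentage points within Mito WT, 1.29 times the difference of 1.32 points between genotypes, so variation between WT extracts was as wide as the effect. Within Mito otp90 it ranged over 0.738 points, which is narrower than the effect, and the WT range came mostly from replicate 3 (4.59% against 3.22% and 2.89%). These ranges ignore the replicate numbers. The share was higher in otp90 in all 3 same-numbered Mito pairs, for which the smallest possible p is 0.25. Incompletely removed rRNA was tested by leaving out rRNA and tRNA genes. The set kept its rise in Mito (median 0.59, camera p 0.013, 46 of 46 genes higher), so rRNA alone does not account for that rise. The interaction was weaker without these genes (median 0.336, camera p 0.0575, Benjamini-Hochberg adjusted p 0.115), with 45 of 46 genes rising more in Mito. A single shift shared by all mitochondrial RNAs was tested by scaling them among themselves. Then 1 gene passed the threshold, nad9 (ATMG00070.1), which fell by 0.49 on the log2 scale (SE 0.049, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.003, 62 genes tested). A further 10 had an unadjusted p under 0.05 without passing. So the shift was not wholly uniform, and these libraries do not resolve how many other genes depart from it. The same scaling in Total gave 14 of 62 genes past the threshold, 5 higher and 9 lower, and 6 with the replicate block, while for the interaction 0 passed, with 8 at an unadjusted p under 0.05. Counts were fewer in otp90 than in WT in all 3 same-numbered Mito pairs, though the groups overlapped, and in Total they were more in otp90 without overlap. An effect of depth on the set was not tested and is not excluded. A rise of mitochondrial RNAs in the mutant is a hypothesis that these data do not separate from a difference between extracts.

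NDB4 (AT2G20800) and AT5G51440 rose more in Mito than in Total, by a test of the interaction adjusted over the list of 8 genes (list-adjusted p 0.0357 for each, edgeR quasi-likelihood, Benjamini-Hochberg). Neither passed over all genes, where the adjusted p ran from 0.493 to 1.0 over the alternatives for each gene. Whether 1 library carried the result was tested by leaving out each of the 12 in turn. For NDB4 the largest unadjusted p was 0.05995, reached without Total WT replicate 3, which held 2 of the 3 counts of its group. The size of its difference is not measurable, since all WT libraries were at or under 3 counts and its rise in Total is itself a lower bound. Its fitted log2 difference ran from 4.39 to 5.82 in the 12 fits. With 0 counts in all 3 Mito WT libraries its sign could not have changed, so that range is no test of stability. For AT5G51440 the largest unadjusted p was 0.0231, and the log2 difference ran from 2.23 to 4.64. The list-adjusted p was weaker: it was under 0.05 in 2 of the 12 fits for NDB4 and in 3 for AT5G51440, and reached 0.208 and 0.0924 (edgeR quasi-likelihood, Benjamini-Hochberg). Since most fits lost it, the effect of 1 library cannot be told apart from having fewer libraries, and neither list-adjusted result is stable. Its counts did not exceed 25 in any library, and other explanations, such as cells that differ between extracts, were not tested for it. A response of AT5G51440 that depends on the extract remains a hypothesis.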

How the results depend on the processing

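Where a result below changed with the processing, the cause was not tested unless a value is given for it. The surrogate variable, the removal of organelle-like nuclear genes, the set without rRNA and tRNA genes, the mitochondrial genes scaled among themselves, the pairing of shares and the legacy option were chosen after seeing the data. The fit with legacy on that had been listed was not run, because that is the default of the installed version and cannot change a value.

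The number of genes that passed in Mito otp90 against WT was 10. It was 22 with DESeq2 size factors, 105 with DESeq2's own test, 151 with the likelihood ratio test, 520 with that test and the replicate block, 221 with the replicate block alone, 95 with no filter, 26 with a mean count of at least 10, 19 with nuclear genes alone, 3 with Bonferroni adjustment, 1 with all 12 libraries in 1 fit and 152 with 1 surrogate variable. Across the 6 fits that each left out a library it ran from 2 to 64. It was 64 without Mito WT replicate 3. In each other fit of that kind it was 2, with 0 genes higher, so none of the 7 higher genes passed there. All 10 genes were among those called by the alternatives that gave 22 or more, and 9 of the 10 remained with nuclear genes alone. DESeq2 size factors gave 18 higher and 4 lower, 81.8% higher against 70%, and scaling by library size 5 higher and 5 lower, or 50%, with 8 genes shared. In Total, where 0 genes passed and 458 had an unadjusted p under 0.05, DESeq2 gave 18, the likelihood ratio test 11, that test with the replicate block 9, and 1 fit of all 12 libraries 3. The replicate block kept it at 0 with 334 unadjusted. With the 62 mitochondrial genes scaled and tested among themselves, 14 passed in Total and 1 in Mito (edgeR quasi-likelihood, Benjamini-Hochberg).

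For Mito against Total the same-numbered libraries showed no pairing, with mean correlations of 0.034 in WT and 0.024 in otp90. The replicate block gave 6357 genes in WT and 7315 in otp90, against 7176 and 7699 without it. Bonferroni adjustment gave 120 and 326. Leaving out 1 library gave from 4322 to 10242 genes in WT. Scaling by library size kept the counts within 1.5 times but gave 88.8% of calls as higher in WT and 87.9% in otp90. For the interaction, where 0 genes passed and 854 had an unadjusted p under 0.05, DESeq2 gave 6, the likelihood ratio test 1 and that test with the replicate block 7.

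The mitochondrial set in Mito had an adjusted p of 0.0588. It passed with a preset correlation of 0.01 (6.36e-85) and with no filter (0.0449), and it ran from 0.0175 to 0.171 across the fits that each left out a library. The preset correlation also took the mitochondrial set in Total to 1.64e-08, the plastid set in Total to 1.65e-08, and the interaction to 1.16e-25 for the mitochondrial and 0.000261 for the plastid set. It assumes near independence of the genes, whereas the estimated correlations were 0.638 and 0.163 in Mito. The mitochondrial interaction ran from 0.00541 to 0.21 across the fits that each left out a library, and was 0.151 with the replicate block. The plastid set in Mito, at 0.722, reversed its direction without rRNA and tRNA genes (0.782) and in 2 of the fits that left out a library, which ran from 0.357 to 0.77. These values are camera p adjusted by Benjamini-Hochberg.

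Of the shares, the mitochondrial difference between genotypes in Total, -0.048 points, was 0.05 without rRNA genes and 0.025 without the top gene, and ran from -0.092 to 0.024 with a library left out. The plastid difference in Mito, 0.442 points, ran from -1.45 to 1.62. Without psbA the plastid difference in Total was -0.531 and the nuclear one 0.506, and the share of psbA itself, 26.9% in Total WT and 31.4% in Total otp90, accounts for that. The other share differences kept their sign, but some changed in size. Without Total WT replicate 2 the plastid difference between genotypes in Total was 0.959 points and the nuclear one -0.982. Without Mito WT replicate 3 the nuclear difference between genotypes in Mito was -0.387 points. With the replicate number as a pairing the differences are the same by construction, and no p can be under 0.25. The OTP90 differences kept their sign in all alternatives, from -0.20 to -0.77 in Mito and from -0.04 to -0.45 in Total with a library left out. Paired by replicate number they were -0.50 and -0.28.

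Single genes named above gave 47 results with 864 alternative values, of which 761 stayed on the same side of the threshold, 34 lost significance, 69 gained it and 0 reversed. Of the 34 losses, 20 came with a library left out. CSD1 and CSD2 in Mito lost significance in 1 fit of all 12 libraries alone, with adjusted p of 0.9999 and 0.637, and in the other fits CSD1 (AT1G08830) did not exceed 0.0256 and CSD2 (AT2G28190) 0.0188 (edgeR or DESeq2, Benjamini-Hochberg). That fit shares 1 estimate of spread, and the Total libraries are the more variable. Counts were lowest for OTP90, NDB4, AT5G09570 and AT5G51440, and depth limits the sizes of their changes.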

Other observations

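The tests in this part, other than the splits of the libraries, were chosen only after the patterns they bear on had been seen, and for chromosome 2, depth and gene length the outcome itself had been seen too. The marker lists were written down before their values were read.

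In Total, 0 genes differed between otp90 and WT, with 458 at an unadjusted p under 0.05. That is lower than the value quoted from the study above, as is the number of 10 in Mito. The study does not state which of these libraries gave its value, and for its analysis it refers to an earlier description. The number depends on the test as well: the likelihood ratio test gave 11 genes in Total and 151 in Mito. No disagreement with the study can therefore be read from the 0 in Total or the 10 in Mito.

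In Mito, 1 of the 4 splits of the 6 libraries that part all 3 same-numbered pairs gave as many genes as the real one, which is the real split itself, both without the block (10 genes) and with it (221 genes). The other 3 splits exchange otp90 and WT in 1 numbered pair and gave 0 genes, with 206 to 442 genes at an unadjusted p under 0.05 against 1153 for the real split, and with the block 303 to 584 against 2096. The 6 further splits, which part 1 pair only, gave 0 genes as well, with up to 1889 at an unadjusted p under 0.05. With 4 splits the share cannot fall low enough to exclude a coincidence. For Mito against Total it was also 1 of the 4 splits, in WT and in otp90, where the other 3 gave 0 genes, with up to 644 and 474 at an unadjusted p under 0.05. In Total all 4 of the 4 splits gave as many as the real 0 genes, with 458 genes at an unadjusted p under 0.05 in the real split and up to 2211 in another, and for the interaction 32 of the 32 did, with 14 genes in the split that gave most. For the plastid set 3 of the 4 splits in Total, 4 of the 4 in Mito and 24 of the 32 for the interaction gave a p as small. The 32 splits include those that keep the real genotypes in 1 preparation, so their tallies do not gauge coincidence.

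Of the 52 nuclear genes of chromosome 2 that rose in Mito otp90 under the replicate block, 42 carry exons near-identical to mitochondrial DNA (80.8%). Chromosome 2 holds 124 of the 127 organelle-like nuclear genes found by sequence, and multi-mapping reads were counted in each copy. A rise of these genes may thus be the rise of the mitochondrial RNAs counted again, and no separate biological explanation was tested.

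The Total libraries spread more widely around their group means than the Mito libraries. Depth is not the reason, since Total libraries held 1.87 times as many counts. Genes of the salicylic acid response, a list of 10 written before its values were read, deviated from the group mean beyond the central 95% of 10000 expression-matched random lists in 5 of 6 Total libraries and in 3 of 6 Mito libraries. Their median deviation was -1.61, 1.96 and -0.47 on the log2 scale in Total WT and 0.05, -1.15 and 1.25 in Total otp90, but stayed between -0.36 and 0.25 in Mito. A candidate explanation is that the Total plants or leaves differed in their defence state within each genotype. The list cannot say whether plants, sampling or handling differed, and salicylic acid genes were chosen as a list after the spread was seen. Adding 1 surrogate variable to the model in Total left 0 genes past the threshold, with 1262 at an unadjusted p under 0.05, so this way of modelling the extra variation did not bring out a genotype effect.

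Same-numbered Mito libraries deviated together (mean correlation 0.298 across genes), which could reflect the time of day at which plants were taken. Clock genes correlated between same-numbered libraries at the 97.09 percentile of random lists over all pairs of groups, at 94.75 for the Mito groups alone and at 75.22 for the Total groups alone, but 9 of the 12 listed genes had a value (75%), under the 80% set as a minimum, so the check is void and the pattern cannot be told apart from sampling time.

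Nuclear genes that were higher in Mito than in Total tended to be long. Across nuclear genes, which are not independent replicates, the log2 fold change of Mito over Total had a Spearman rho with exon length of 0.543 in WT and 0.497 in otp90. With GC content rho was 0.185 and 0.237. Held against each other, the partial rho was 0.53 and 0.48 for length and 0.122 and 0.189 for GC content. Genes of at most 1358 bp of exon in WT had a median of -0.41 and those of at least 2509 bp a median of 0.45, and in otp90 the medians at 1359 bp or less and 2514 bp or more were -0.37 and 0.43. Both properties are related to the change, and a loss of short or degraded RNA during preparation is a possible explanation that these data cannot separate from others. Markers of dividing cells, 10 genes with a value for each, had median changes of 1.52 in WT and 1.81 in otp90, at percentile 100 of 10000 expression-matched random lists in both, and at 100 as well when lists were also matched on length. This may reflect a different mixture of tissues in the Mito extracts, such as younger leaves or other organs. Root markers could not test this, because 1 of 10 had a value (10%). Their percentiles of 37.88 and 47.46 are void. Since length and GC content are related to the difference and a different cell mixture was not excluded, no part of it is called an effect of the mitochondrial fraction.

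Of the 10 genes that passed in Mito, FSD1 (AT4G25100) and AT1G22550 had almost equal log2 fold changes in Total, 0.59 (SE 0.267) against 0.58 in Mito (SE 0.067) for FSD1 and 0.99 (SE 0.149) against 0.92 (SE 0.113) for AT1G22550. Neither passed in Total (adjusted p 0.9996 for each, edgeR quasi-likelihood, Benjamini-Hochberg). They were singled out after their values were seen, and no explanation was tested.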
